A study of Saccharomyces cerevisiae with 4 samples. Its data were reported in "Modulation of the transcription regulatory program in yeast cells committed to sporulation" (2006).

How the data were processed

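The 4 groups of 1 array each were analysed. The sample RNA was total RNA of pSPS4-NDT80 cells (strain GF18) at 5.5 h in SPM and at 0, 20 and 40 min after transfer to YPD. The reference RNA on every array was that of wild-type SK1 cells (NKY1551) grown in YPA. The titles and descriptions in the labels give 5.5 h in SPM, and the source names round this to a smaller whole number of hours.

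The authors bought arrays printed with PCR products of yeast ORFs, which lie in 48 blocks with each ORF in 2 adjacent spots. They scanned both channels and quantified the images with QuantArray (version 3). The deposited scanner files hold, per the file headers, the spot intensity and local background intensity of each channel on a linear scale, with neither background subtraction nor normalization. The authors' deposited value table holds log2 ratios of sample over reference. For these, background was subtracted, values under the mean of the buffer-only spots were raised to that mean, the array median was subtracted, and low-quality spots were removed with a program that paired automatic flags with inspection by eye. Each column of that table has a median of 0. The dye fields, the study's checklist and the scanner headers give Cy5 as the sample and Cy3 as the reference, whereas the text of the labelling protocol names the dyes in the opposite order. The authors' steps, repeated here on the scanner intensities, gave log2 Cy5/Cy3 ratios that correlated with the table at r = 0.995 to 0.998 across 5492 to 5496 matched genes per array, with the same sign. Cy5 over Cy3 was therefore taken as sample over reference. No dye swap was made, so dye effects of single probes remain in ratios to the reference and largely cancel in differences between arrays.

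From the scanner intensities, background was corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3, and each array was normalized by global loess with 236 buffer spots and 384 Arabidopsis control spots at weight 0. Log2 ratios were then centred on the median of the gene spots, and the 2 spots of a gene were averaged. On the 0 min array 17 spots carried an ignore flag and were left out. Changes after transfer are differences of log2 ratios between a YPD array and the SPM array. A gene was counted when the mean and both spots passed 2-fold in the same direction. The count that spot noise alone would give was estimated by pairing differences between duplicate spots of genes of like intensity in 100 random draws. Error shared by the 2 spots of a gene is left out of this count. With 1 array per group there was no test of group differences. All 4 files were scanned in the same session, so no batch could be separated. Duplicate spots correlated at r = 0.975 to 0.982 across genes within an array, and their SD was 0.193 to 0.267. For changes at 40 min the SD between duplicate spots was 0.305. The number of arrays limits the precision.

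A gene was called above background on an array if the background-subtracted intensity of either spot exceeded the 95th percentile of the buffer spots of that channel. By this rule 51.9% to 55.8% of genes were above background in Cy5 and 69.6% to 75.5% in Cy3. Where one side of a comparison was not above background, the fold is given as a lower bound. For this, the normalized intensity of the brighter side (per channel after loess and Aquantile) was set against the higher of the dimmer side's own value and the lowest value among spots above background. Bounds across the 2 channels are open to dye bias. No fold is given where both sides were below background. Genes were counted and ranked on measured values, so the order among genes with only a bound is open. List medians use measured log2 values unless stated.

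ORF names come from the scanner files. Of 6218 ORFs, 5663 matched a locus tag of the RefSeq annotation of assembly R64 and were given its symbol, and 555 kept the file's name. That table was used for names and for which genes are neighbours, not for coordinates, because the build behind the array was not given in the sources used here. The value table has 6159 probes, of which 5562 have 1 gene symbol, 0 have several and 597 have none in the probe table. Of these, 5501 were matched through their gene identifiers to genes on the array.

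Before the data were examined, 21 gene lists, the alternatives and the naming rule were fixed. Some lists hold genes whose response to YPD the study had already named, such as many meiotic division genes, DIT1, SPS100 and XBP1. Named were the 10 largest rises and the 10 largest falls in each of 4 contrasts (5.5 h against the reference, and 0, 20 and 40 min against 5.5 h), among genes with both spots unflagged and past 2-fold and with the brighter side above background. Added to these were the meiotic regulators, NDT80, SPS4, CLN3, BCY1, FLO11 and MSB2, and from each list the 3 members with the largest change at 40 min in each direction among those past 2-fold. For each list the median was compared with 10000 random lists of the same size drawn within 20 bins of mean intensity, as a description of these arrays. Of 678 listed symbols 673 were on the array. The study's classes for sporulation-induced genes were used: repressed at 1.5-fold lower, induced at 1.5-fold higher and insulated under 1.3-fold. The script was tested on simulated data for the 40 min comparison with 6218 genes. There 86 of 100 genes changed 3-fold and 100 of 100 changed 6-fold were called, with 10 unchanged genes. Far fewer genes were changed than passed 2-fold at 40 min here, and equally many went up and down. No variation between cultures or hybridisations was added beyond a dye bias. The rates therefore describe the rule under spot noise with that dye bias and do not carry over to these arrays. Python 3 with numpy, pandas and scipy was used for the rest. Alternatives were the authors' steps, the value table, the array median, print-tip loess, an offset of 10, a filter on dim spots, the sample channel alone, single spots, flagged spots kept and other rules for picking genes.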

Results

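The series followed the transcriptome of sporulating budding yeast after the cells were returned to rich medium. The strain was an SK1 diploid (GF18) in which NDT80, the gene of the transcription factor that switches on middle sporulation genes, was placed under the promoter of SPS4, a middle sporulation gene. Cells were kept for 5.5 h in acetate-based sporulation medium (SPM), and part of the culture was then moved to glucose-containing rich medium (YPD). RNA was taken at 5.5 h in SPM and at 0, 20 and 40 min in YPD, with 1 array for each of the 4 groups. Each sample, labelled with Cy5, was hybridised beside the same Cy3-labelled reference, RNA of wild-type SK1 cells grown in acetate medium (YPA). Each array carried 6218 yeast open reading frames (ORFs) in 2 adjacent spots. The median background-subtracted intensity of the gene spots was 1427, 922, 1133 and 2039 in the Cy5 channel, in the order given above, and between 1137 and 1782 in the Cy3 channel. No group had a replicate array, so errors are given as the SD between the 2 spots of a gene, and no p-value was computed. This SD covers noise between adjacent spots only. It leaves out differences between places on a slide, labellings, hybridisations, RNA preparations and cultures. The ± values therefore understate the uncertainty of a change.

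The first question was whether NDT80 remained expressed from its new promoter. NDT80 mRNA was above background in the sample channel on every array, whereas the YPA reference was not, so the ratio to the reference is only bounded. NDT80 was at least 50.7-fold higher than the reference at 5.5 h in SPM, at least 68.0-fold at 0 min, at least 55.9-fold at 20 min and at least 27.1-fold at 40 min. The change of the measured log2 ratio against 5.5 h was 0.61 ± 0.14 (SD of duplicate spots) at 0 min, 0.10 ± 0.03 at 20 min and -1.17 ± 0.04 at 40 min. In the sample channel alone, which the dim reference enters only through the normalization, the changes were 0.61, 0.29 and -0.80. SPS4, whose promoter drove it, had changes of 0.09 ± 0.03, -0.07 ± 0.20 and -0.93 ± 0.04 in the measured ratio, again over a reference not above background, and of 0.55, 0.33 and -0.58 in the sample channel. The size of the late fall of NDT80 depended on the processing. In the measured ratio it was -0.34 in the authors' value table and -1.57 after loess within each print-tip block.

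Other regulators of meiosis divided into several courses. IME1, the master regulator of meiotic entry, fell at once, by 2.36 ± 0.15 on the log2 scale at 0 min, and was 26.6-fold lower at 20 min and 17.5-fold lower at 40 min. IME2, a meiotic protein kinase, fell by 1.35 ± 0.18 at 0 min and was 8.97-fold lower at 40 min by the measured ratio, over a reference not above background (a change of -2.97 in the sample channel). SMK1, a kinase of spore wall formation, had changed by 0.11 ± 0.16 at 0 min and was 2.72-fold lower at 40 min. RFM1 and HST1, which encode partners of the repressor Sum1, fell by 2.51 ± 0.11 and 2.28 ± 0.01 at 40 min, whereas SUM1 itself rose by 1.68 ± 0.22. UME6, RIM4 and RIM11 were also lower at 40 min, by 1.56 ± 0.16, 2.01 ± 0.09 and 1.47 ± 0.41. Of the 14 regulators measured, 9 were at least 2-fold lower in both spots and 1 was higher. IME4, at -0.73 ± 0.16, and SPS4 did not reach that size, and RME1 and RIM15 were not above background on either array.

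**Figure D1:**
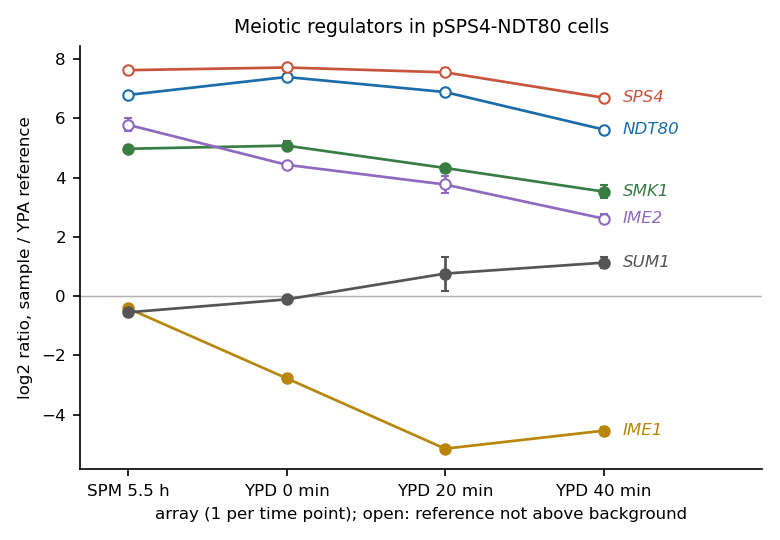
Log2 ratio of 6 genes to the YPA reference (y axis) on the 4 arrays (x axis), as the mean of the duplicate spots with their SD as the error bar. Open points are measured ratios over a reference not above background, so that for NDT80 only the bounds hold (at least 27.1-fold at 40 min), while IME1, above background throughout, falls by 4.73 between 5.5 h in SPM and 20 min in YPD.

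The state of the cells before transfer was read from the 5.5 h array against the YPA reference. In all, 1351 genes were at least 2-fold higher and 1124 at least 2-fold lower in both spots. The spread between duplicate spots alone would give 0.01 genes of that size. By measured ratio, the 10 largest rises with the sample above background were SPS4, RRT5, SSP2, SPR1, LDS1, SPR2, HIM1, SPS22, GAS4 and PIR5. In each of these the reference channel was not above background, so only a lower bound holds and their order is open. SPS4 was at least 69.7-fold higher, the spore wall gene SSP2 at least 75.5-fold and GAS4, a glucanosyltransferase of the spore wall, at least 60.2-fold. Of the 44 genes of the prospore membrane and spore wall, 43 were at least 2-fold higher, with a median log2 ratio of 6.10, or 5.48 with members below background at their bound. Among 25 genes of the meiotic divisions 23 were higher, with a median of 3.88 (3.85 at the bounds), and among 32 early meiotic genes 25 were higher, with a median of 2.46 (1.99 at the bounds).

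Genes of growth lay on the other side. Of 132 genes of cytosolic ribosomal proteins, 113 were at least 2-fold lower at 5.5 h and 4 were higher, with a median of -2.61 (-2.04 at the bounds). One of the higher ones was RPS21A, at least 6.31-fold. All 19 genes of glycolysis and fermentation were lower, with a median of -3.30 (-3.08 at the bounds). They included GPM1, for phosphoglycerate mutase, at least 11.8-fold lower, and PGI1, for phosphoglucose isomerase, at least 19.1-fold lower. FBP1, for the gluconeogenic enzyme fructose-1,6-bisphosphatase, was at least 38.4-fold lower than in the acetate-grown reference, and TPS2, a gene of trehalose synthesis, at least 21.6-fold lower. AIM17, BTN2 and MRH1 were among the 10 largest falls by measured ratio, as was RPS1B, whose spots differed widely (-4.74 ± 1.97). The ORFs YCR013C and YKL153W, without a RefSeq gene of their own, completed that group. The reference came from another strain and was not starved, so these ratios compare strain, medium and stage together. With genes required to exceed background in both channels on all 4 arrays, 582 were higher and 352 lower. With the Arabidopsis control spots as the background, a choice made after the data were seen, the counts were 1130 and 1042.

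The next comparisons asked how expression changed after the move to rich medium. No SPM array followed 5.5 h, so medium, transfer and further time in sporulation cannot be told apart. Immediately after transfer, 471 genes were at least 2-fold higher and 256 lower than at 5.5 h in SPM, against 0.68 expected from the spread between spots. Among the 10 largest rises by measured value, NOP1 and NOP58 belong to the rRNA processing list, RPL7B to the ribosomal protein list and GUA1 to the purine synthesis list. GUA1, the GMP synthase gene, was at least 15.3-fold higher. NOP1, encoding fibrillarin, was at least 11.5-fold higher, and IFH1, a co-activator of ribosomal protein genes, at least 12.6-fold. DBP2, an RNA helicase gene, rose by 4.71 ± 0.11, VID24 by 4.45 ± 0.12 and NOP58, which encodes a core protein of box C/D ribonucleoproteins, by 4.06 ± 0.25. AQR1 and the ORFs YGR160W and YGR079W were the other members of this group. By measured value the 10 largest falls included those of CIT2, for a citrate synthase (7.66-fold), CAR1, for arginase (6.63-fold), SPO16 (5.35-fold, with spots that differed widely), IME1 (5.12-fold), PGM2, for phosphoglucomutase (4.5-fold), ACS1, for acetyl-CoA synthetase (4.16-fold), and MEK1, for a meiotic protein kinase (4.13-fold). YML089C and GYP7, at least 1.63-fold and 1.91-fold lower, and MCM10 (4.09-fold, with spots that differed widely) completed them. With the array median in place of loess, 541 genes were higher and 166 lower, and one spot per gene gave up to 507 lower genes.

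At 20 min, 717 genes were at least 2-fold higher and 982 lower, and at 40 min 866 were higher and 1231 lower. With the array median in place of loess the counts were 799 and 738 at 20 min and 1006 and 1031 at 40 min, so whether falls outnumbered rises at 20 min depended on the scaling. The spread between spots alone would give 0.71 and 0.23 genes. These numbers leave out error shared by the 2 spots of a gene, so they are not a full noise floor. In the simulation of the 40 min comparison, which added a dye bias, 10 unchanged genes were called. The counts of changed genes on these arrays use measured values. With a side not above background set at its bound, 628 of the 866 rises and 837 of the 1231 falls at 40 min were still at least 2-fold. The median change of all genes was -0.16, -0.26 and -0.22 at 0, 20 and 40 min, since loess centres each array and not the difference of 2 arrays. List medians below are not shifted for it. Ribosomal protein genes made up 9 of the 10 largest measured rises at 20 min and at 40 min. At 40 min, RPL13A was at least 21.4-fold higher, RPL32 at least 19.2-fold and RPL34A at least 17-fold. By measured value the 10 largest falls at 40 min were those of SRT1, MEK1, DMC1, YDL186W, PUT1, SPO16, IME1, ACS1, HOP1 and CTR3. Only YDL186W (22.7-fold), IME1 and ACS1 among them were above background on both arrays, so the order of the others is open; PUT1, for instance, was at least 3.5-fold lower. DMC1, the meiotic strand exchange gene, was at least 9.66-fold lower and HOP1, a gene of the meiotic chromosome axis, at least 5.62-fold lower. Under the filter for signal above background in both channels on all 4 arrays, the counts at 0, 20 and 40 min were 159, 209 and 275 higher and 61, 419 and 498 lower. With the Arabidopsis spots as the background they were 435, 662 and 811 higher and 225, 886 and 1098 lower.

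Sporulation-induced genes fell after transfer. At 40 min NDT80 mRNA was still at least 27.1-fold above the reference, but its measured ratio had itself changed by -1.17. The sporulation-induced genes had a median change of -1.25 at that time. At 20 min their median was -0.84. The measured log2 ratio of NDT80 was then 6.88, against 6.79 at 5.5 h, and its change in the sample channel was 0.29. Among the 1351 genes that were at least 2-fold higher in SPM, 80.3% were at least 1.5-fold lower at 40 min, 2.66% were at least 1.5-fold higher and 10.4% had changed by less than 1.3-fold. Among all other genes 25.4% were 1.5-fold lower. The share rose with time, from 28.8% at 0 min through 64.1% at 20 min. It was 87.7% for the 171 genes that were over 16-fold higher in SPM and 73.0% for those that were 2- to 4-fold higher. Because the 5.5 h array both picks the genes and is the baseline, the share was taken again with genes picked on one spot and measured on the other, and was then 76.2%.

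**Figure D2:**
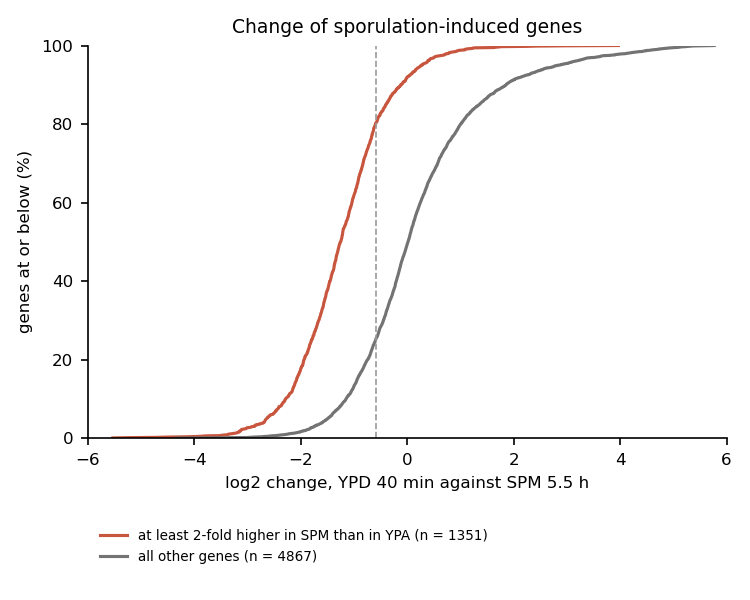
Cumulative share of genes (y axis, %) by their log2 change between 5.5 h in SPM and 40 min in YPD (x axis), for the 1351 genes at least 2-fold higher in SPM than in the YPA reference and for the 4867 others. The dashed line marks a 1.5-fold fall, which 80.3% of the former and 25.4% of the latter reach or exceed.

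The courses of the classes of sporulation genes are given in turn, and no difference between classes was tested. Early meiotic genes had a median log2 change of -1.14 at 0 min, -1.80 at 20 min and -2.13 at 40 min. At 40 min 25 of 32 were at least 2-fold lower, and CSM4 alone was higher (1.62 ± 0.09). With members below background on one array at their bound the medians were -0.59, -1.23 and -1.18, and at 40 min the median was -1.06 over the members above background on all 4 arrays. Genes of the meiotic divisions, among them B-type cyclins and subunits of the anaphase-promoting complex, had medians of -0.41, -1.33 and -2.17, or -0.37, -1.21 and -2.08 at the bounds. The 0 min median of the division genes ran from -0.63 to -0.16 over the scalings. In that list 24 of 25 were at least 2-fold lower at 40 min, including PDS1, for securin (6.54-fold), CLB6 (7.08-fold) and CLB4 (6.78-fold). The study names many of these genes as repressed in wild-type cells moved to YPD, so the list holds genes already reported to fall. The prospore membrane and spore wall genes had medians of 0.19, -0.45 and -1.21. Over the scalings the 0 min median ran from 0.19 to 0.38 and the 20 min median from -0.45 to -0.23. At 40 min 22 of 44 were at least 2-fold lower and none higher. SMA2 and SPO73 were the farthest down (10.3-fold and 10-fold), followed by SPO21 (4.49-fold). In the authors' value table the median of this list was -0.66. All 3 medians at 40 min lay below the range that holds 95% of 10000 random lists of the same size and intensity, whose lower ends were -0.59, -0.88 and -0.78. The random lists were drawn from all genes. Sporulation-induced genes as a whole had a median of -1.25, so these ranges do not set the 3 lists apart from induced genes in general. At 20 min the prospore membrane and spore wall median lay within its range, -0.74 to 0.01. At 0 min it lay above its range, whose upper end was 0.06. Late sporulation genes went the other way. DIT1 and DIT2, needed for the dityrosine layer of the spore wall, were 8.12-fold and 3.15-fold higher at 40 min, and SPS100 was at least 9.86-fold higher, while DTR1, a dityrosine transporter gene, was 2.45-fold lower.

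Genes of ribosome synthesis rose. The median log2 change of the cytosolic ribosomal protein genes was 2.24 at 0 min, 3.87 at 20 min and 4.32 at 40 min, or 1.88, 3.61 and 3.78 with members below background at their bound. At 40 min 122 of 132 were at least 2-fold higher and RPS21A was lower (at least 2.81-fold). Genes of rRNA processing had medians of 1.17, 2.04 and 1.96, or 0.77, 1.29 and 1.23 with such members at their bound, and the last was 1.23 over the members above background on all 4 arrays. At 40 min 70 of 104 were at least 2-fold higher, such as MAK5 (at least 15.9-fold), NOP1 (at least 11.7-fold) and BRX1 (at least 4.3-fold). NIP7 and UTP30 were lower, by 1.97 ± 0.03 and 1.33 ± 0.04 on the log2 scale. Of 19 subunits of RNA polymerases I and III, 10 were at least 2-fold higher and none lower, with a median of 1.19, or 0.70 at the bounds. RPA34 was at least 4.28-fold higher.

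Metabolic genes followed several courses. Genes of gluconeogenesis and acetate use had medians of -1.16 at 0 min, -1.61 at 20 min and -0.61 at 40 min (-0.80, -1.56 and -0.48 at the bounds), and 18 of 23 were at least 2-fold lower at 20 min but 8 at 40 min. ACS1 remained 15.5-fold lower at 40 min and ACH1 7.51-fold. MLS1, for malate synthase, was 4.17-fold lower at 20 min and 2.17-fold higher at 40 min. The medians of this list at 0 and 20 min lay below the range of random lists, whose lower ends were -0.34 and -1.08, and the 40 min median lay within it, -0.91 to 0.54. Respiratory genes had medians of -0.60, -1.44 and -1.04, and 21 of 45 were at least 2-fold lower at 40 min, including SDH4 (7.11-fold) and FUM1 (5.08-fold). Glycolytic and fermentative genes had medians of -0.01 and -0.55 at 0 and 20 min, with a sign that depended on the scaling at both, and 1.18 at 40 min, when 10 of 19 were at least 2-fold higher. PDC5, for pyruvate decarboxylase, rose by 3.33 ± 0.01. Of 7 hexose transporter genes 4 were higher at 40 min and HXT3, for a low-affinity transporter, was 9.82-fold higher. Amino acid and purine synthesis genes reached medians of 1.35 and 1.40 at 40 min (1.01 and 1.17 at the bounds), with 27 of 51 and 11 of 17 at least 2-fold higher. ILV3 was 8.73-fold higher, IMD4 at least 7.77-fold and GUA1 at least 14.1-fold, while SER33 was 2.87-fold lower.

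**Figure D3:**
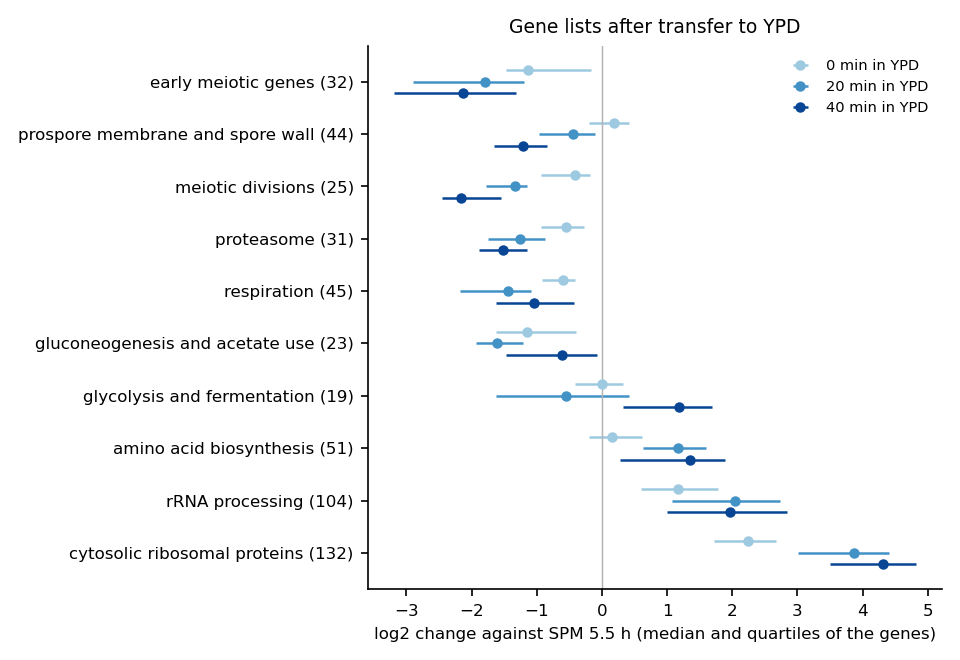
Median log2 change against 5.5 h in SPM (x axis, points) with the quartiles of the genes (bars) for 10 gene lists (y axis, number of measured genes in brackets) at 0, 20 and 40 min in YPD. Ribosomal protein genes move from 2.24 to 4.32 and meiotic division genes from -0.41 to -2.17, whereas gluconeogenesis genes are lowest at 20 min (-1.61).

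Further lists fixed beforehand covered signalling, stress and the cell cycle. Proteasome genes had a median of -1.51 at 40 min and 23 of 31 were at least 2-fold lower, with RPN5 and PRE6 5.44-fold and 5.27-fold down. Among 8 histone genes 3 were lower at 40 min (HHT2, HHF2 and HHF1), with a median of -1.02. Of 32 environmental stress response genes, 13 were at least 2-fold lower at 20 min, and at 40 min 10 were higher and 6 lower. XBP1, a stress-induced repressor gene, was 7.38-fold higher, TPS2 at least 7.17-fold and the catalase gene CTT1 at least 5.85-fold, whereas HSP26 was 4.14-fold lower. In the protein kinase A pathway 4 of 18 genes were higher and 2 lower at 40 min. RAS1 and GPA2 rose by 1.82 ± 0.01 and 1.53 ± 0.06 and TPK2 and PDE1 fell by 1.62 ± 0.06 and 1.94 ± 0.10. BCY1, for the regulatory subunit of the kinase, had changes of -0.63 ± 0.08, -0.24 ± 0.04 and -0.40 ± 0.13, none of which reached 2-fold. Of 13 pseudohyphal growth genes STE20 passed 2-fold upward and TEC1 downward in measured ratio, with bounds of at least 1.38-fold and 1.51-fold that leave a 2-fold change open. FLO11 and MSB2 were not above background in SPM or YPD.

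Markers of other cell states were measured as well. Of 23 genes of the mitotic G1 and S phases, 2 passed 2-fold upward at 40 min in measured ratio, POL12 (at least 3.09-fold) and CLN3, whose bound of at least 1.94-fold does not establish that size, and 6 were lower, with a median of -0.41 whose sign relative to all genes depended on the scaling. CLN3, a G1 cyclin gene, was already at least 1.15-fold higher at 0 min. Among 12 haploid-specific genes, 5 were at least 2-fold higher at 5.5 h in SPM than in the reference, including the G protein genes STE18 (4.54 ± 0.31) and STE4 (at least 9.04-fold). At 40 min 4 were lower than in SPM and 2 higher, with a median of -0.71 (-0.49 at the bounds).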

Values the study reported

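The study reported that roughly 1,400 genes rose by its cutoff for induction at any of its sporulation time points. It put the genes induced after sporulating cells were moved to YPD at about 1,000, and the genes repressed after a late move at around 480, by the same cutoff. Of 269 genes induced in mid-sporulation, 24 (9%) kept a stable level for longer in rich medium. By the study's checklist, the sporulation course and the moves to YPD at several stages used wild-type cells and other array versions. These counts are therefore not matched to the arrays analysed here. For pSPS4-NDT80 cells the study states that most mid-sporulation genes still went down in YPD while NDT80 mRNA remained high.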

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

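The rule for values that move in opposite directions at different times was applied to every fixed list and named gene. With 1 array per time point, the differences were not tested. The sizes required, more than the SD between duplicate spots for a list and 2-fold for a gene, and the bound for bright buffer spots were chosen after the data were seen.

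Relative to all genes, the median of the environmental stress response list was -0.72 at 20 min and 0.70 at 40 min in YPD, a difference of 1.42. Over the scalings the former ran from -0.77 to -0.37 and the latter from 0.53 to 0.83. MLS1 changed by -2.06 at 20 min and by 1.12 at 40 min, a difference of 3.18. It was 1 of 8 genes on the array that were at least 2-fold higher at one time and at least 2-fold lower at another. The prospore membrane and spore wall list, at 0.351 at 0 min and -0.991 at 40 min relative to all genes, was not flagged. The SD between duplicate spots was 0.353 for changes at 0 min.

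Of the 236 spots listed as holding buffer only, 10 had over 3 times the 95th percentile of the Arabidopsis control spots in Cy5 on all 4 arrays. All 10 lay among the 20 buffer spots at the end of the last row of a block. Their median Cy5 intensity was 4300, 2897, 1599 and 2713 on the 4 arrays in order of time, against 249, 232, 233 and 242 for the other buffer spots. These spots enter both the mean of the buffer spots, 515 in Cy5 at 5.5 h against a median of 254, and the 95th percentile used as background.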

How the results depend on the processing

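The tests against the Arabidopsis control spots and with the floor at the buffer spots' median were chosen after the data were seen. No paired analysis was possible because each group had 1 array. A list median or a single gene's change was taken as moved when it shifted by more than 0.305, the SD between duplicate spots at 40 min, a share when it left its 95% binomial interval (2.12 points to each side), and a count when it differed by more than 1.5 times. The size of this shift was also settled after the data were seen, when the values had first been judged by the median over genes of that SD, 0.165. Both SDs describe spot noise of single genes and not the spread of a list median, so an unmoved median may still have shifted systematically. The binomial interval treats genes as independent draws. Of 82 list medians and NDT80 values under the alternatives, 13 moved by the wider measure and 27 by the narrower one. The further values include prospore membrane and spore wall medians of -0.92 under the authors' steps and -1.02 with the array median, and gluconeogenesis medians of -0.33 with the filter on background and -0.41 in the sample channel. Of the 6 list medians at 40 min judged in this way, none reversed. With the array median 799 genes were higher and 738 lower at 20 min, so rises outnumbered falls there, unlike in the main run. Other list medians changed sign with the scaling. Glycolysis at 20 min was 0.18 with the array median (-0.55 in the main run), pseudohyphal growth at 40 min 0.21 in the sample channel (-0.22) and purine synthesis at 0 min -0.07 under print-tip loess (0.16). So did glycolysis, histones, late sporulation, pseudohyphal growth, seripauperins and vacuolar ATPase at 0 min, late sporulation, ergosterol synthesis and vacuolar ATPase at 20 min, and vacuolar ATPase at 40 min. Among single genes, CIT2 at 40 min reversed under print-tip loess, at 0.43. Of 380 values of named genes, 217 moved under print-tip loess and 162 stayed the same. By the same measure 122 moved and 244 stayed the same in the authors' values, and 108 moved and 176 stayed the same in the sample channel. Under each of the other alternatives at most 101 moved. The size of many single-gene changes therefore depended on the processing by more than the SD between duplicate spots. The cause was not tested for any of the shifts below, except that the filter on background tests fewer genes.

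NDT80 at 40 min was -0.77 under the authors' steps, -0.34 in the value table, -1.57 under print-tip loess and -0.80 in the sample channel alone. The share of sporulation-induced genes at least 1.5-fold lower was 76.1% under the authors' steps, 71.0% in the value table, 74.3% with the array median, 75.4% in the sample channel, 76.2% with genes picked on one spot and 76.3% with the floor at the buffer spots' median. In the value table the medians of the prospore membrane and spore wall, meiotic division and early meiotic lists were -0.66, -1.84 and -1.73. The early meiotic median was -1.76 under the authors' steps. The ribosomal protein median was 3.70 under print-tip loess and 3.95 in the sample channel. Requiring signal above background in both channels on all 4 arrays gave 582 genes higher and 352 lower at 5.5 h, 159 and 61 at 0 min, 209 and 419 at 20 min, and 275 and 498 at 40 min. Under this filter the medians of early meiotic, ribosomal protein and rRNA processing genes were -1.06, 3.80 and 1.23. With the Arabidopsis spots as the background, the pairs of counts were 1130 and 1042, 435 and 225, 662 and 886, and 811 and 1098. Genes lower at 0 min numbered 166 with the array median, 507 on the first spot, 490 on the second and 405 with the mean of the spots. Signal over background limits the folds: under the strict buffer rule 51.9% to 55.8% of genes counted as above background in Cy5, so many folds are bounds.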

Other observations

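Chosen after the data were seen were the groups in the next paragraph, the test against dilution and the test on the G1 and S phase genes. The other tests of explanations in this part were written down before their results were seen.

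Groups outside the fixed lists were formed by gene name. Of 34 genes of cytosolic translation factors, 21 were at least 2-fold higher at 40 min and none lower, with a median of 1.36 (1.21 at the bounds). Mitochondrial ribosomal protein genes stood apart from the cytosolic ones, with a median of -0.45, and of 65 measured none was at least 2-fold higher and 14 were lower. Autophagy genes had medians of -0.42 at 0 min and -0.74 at 40 min, with the lowest median at 20 min (-0.35, -0.65 and -0.39 at the bounds, in order of time), and 14 of 36 were lower at 20 min and 13 at 40 min. Seripauperin genes, of which 19 of 23 were at least 2-fold higher in SPM than in the reference, had a median of -1.17 at 40 min, or -0.69 with members below background at their bound. Ergosterol genes went both ways at 40 min, with 7 of 20 higher and 2 lower. Of 13 vacuolar ATPase genes 2 were higher and 1 lower.

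The fall of middle sporulation genes was weighed against 3 technical explanations. Dilution by ribosomal protein mRNA lowers all other transcripts alike. Yet genes in no list had a median change of -0.25 at 40 min, with a lower quartile of -0.95, against -2.17 for the meiotic division genes. The prospore membrane and spore wall median was nearer that quartile, at -1.21, and was -0.66 in the authors' value table. The argument against dilution therefore covers the division list alone. Regression to the mean from noisy spots was examined on all sporulation-induced genes, not on the middle genes alone. It was argued against there, since the share that fell kept 94.9% of its value when measured on the other spot. This covers noise between spots and not between hybridisations. For the division list a reference channel at background was argued against by the sample channel alone, where the list changed by a median of -1.97. The reference still enters that channel through the normalization. The prospore membrane and spore wall list changed in the sample channel by a median of -0.998, against -1.21 in the measured ratio. A response to the medium, as in the design, remains a hypothesis that single arrays leave untested. Without an SPM array after 5.5 h, further sporulation over the same minutes and the handling at transfer cannot be told apart from it.

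Genes of rRNA processing rose in these pSPS4-NDT80 cells. The study describes such genes as not induced in committed cells. Its checklist lists transfers to YPD at several stages for wild-type cells, whose arrays were not analysed here, so the strains differ. The study places commitment at about the time in SPM at which the cells here were transferred. It describes the response of pre-committed cells as like that of vegetative cells to glucose. Over 7 scalings the list's lowest median at 40 min was 1.87, and its lowest relative to all genes was 2.06. The rise relative to the other genes thus held under each scaling. A shift common to all genes cancels in the relative value, so that value cannot test it. The culture may also have held uncommitted cells that returned to growth. The median of the G1 and S phase genes was -0.41, which neither shows nor excludes them, because cells may need longer than 40 min to reach these phases. This and a response of committed cells cannot be told apart.

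Some ORFs without a RefSeq gene of their own, such as YGR160W, were among the largest changes. A hypothesis is that their double-stranded probes may read an overlapping gene. Across 835 pairs of such an ORF and the next gene by number, Pearson's r of the change at 40 min was 0.38, against 0.12 across 10302 pairs of adjacent RefSeq genes. This is a correlation across genes, which are not independent replicates.

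The number of genes at least 2-fold lower was 256 at 0 min, 982 at 20 min and 1231 at 40 min. For the number quoted from the study above for cells moved late no time in YPD is given. The study's checklist lists moves to YPD both early and late in sporulation for wild-type cells alone, on another array version. For cells moved early the study gives a higher number, and it places commitment at about the time of the move here. At 40 min every count here is higher than the number for cells moved late. The counts were 1040 under the authors' steps, 1086 in the value table and 1485 with the mean of the duplicate spots, so neither those steps nor the rule on both spots accounts for this, but with the filter on background 498 remained, among fewer genes tested. At 0 min the count was lower than that number in the main run but not on single spots (507 and 490). The reason for the difference is left open.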
